# A Conserved Oct4/POUV-Dependent Network Links Adhesion and Migration to Progenitor Maintenance

**DOI:** 10.1016/j.cub.2013.09.048

**Published:** 2013-11-18

**Authors:** Alessandra Livigni, Hanna Peradziryi, Alexei A. Sharov, Gloryn Chia, Fella Hammachi, Rosa Portero Migueles, Woranop Sukparangsi, Salvatore Pernagallo, Mark Bradley, Jennifer Nichols, Minoru S.H. Ko, Joshua M. Brickman

## Abstract

**Background:**

The class V POU domain transcription factor Oct4 (Pou5f1) is a pivotal regulator of embryonic stem cell (ESC) self-renewal and reprogramming of somatic cells to induced pluripotent stem (iPS) cells. Oct4 is also an important evolutionarily conserved regulator of progenitor cell differentiation during embryonic development.

**Results:**

Here we examine the function of Oct4 homologs in *Xenopus* embryos and compare this to the role of Oct4 in maintaining mammalian embryo-derived stem cells. Based on a combination of expression profiling of Oct4/POUV-depleted *Xenopus* embryos and in silico analysis of existing mammalian Oct4 target data sets, we defined a set of evolutionary-conserved Oct4/POUV targets. Most of these targets were regulators of cell adhesion. This is consistent with Oct4/POUV phenotypes observed in the adherens junctions in *Xenopus* ectoderm, mouse embryonic, and epiblast stem cells. A number of these targets could rescue both Oct4/POUV phenotypes in cellular adhesion and multipotent progenitor cell maintenance, whereas expression of cadherins on their own could only transiently support adhesion and block differentiation in both ESC and *Xenopus* embryos.

**Conclusions:**

Currently, the list of Oct4 transcriptional targets contains thousands of genes. Using evolutionary conservation, we identified a core set of functionally relevant factors that linked the maintenance of adhesion to Oct4/POUV. We found that the regulation of adhesion by the Oct4/POUV network occurred at both transcriptional and posttranslational levels and was required for pluripotency.

## Highlights

• Evolutionary conservation reduces the complexity of Oct4 targets
• Conserved Oct4 targets are regulators of adhesion in addition to differentiation
• Adhesion proteins such as E-cadherin transiently rescue Oct4 phenotypes
• Transcription factor targets of Oct4 rescue sustained adhesion and differentiation

## Introduction

In vertebrate development, lineage specification occurs progressively with time and utilizes pools of pluri- and multipotent progenitor cells with capacity to populate the different embryonic lineages. Naive embryonic stem cells (ESCs) and primed epiblast stem cells (EpiSCs) are pluripotent cell lines derived from early embryos that self-renew indefinitely in vitro [1]. The self-renewal of pluripotent cells is regulated by defined extrinsic signals and coordinated by a gene regulatory network featuring the Class V POU transcription factor Oct4 [2, 3]. Oct4 is also the central transcription factor in the reprogramming of somatic cells to induced pluripotent stem cells (iPSCs) [4, 5].

In vitro Oct4 has been shown to function as both an activator and repressor of gene transcription, but activation of Oct4 targets is sufficient to block differentiation and induce reprogramming [6]. Consequently, to understand the role of Oct4/POUV in maintaining pluripotency and supporting embryonic development, it is essential to decipher the function of the network activated by Oct4 and its homologs.

Currently, genome-wide chromatin occupancy studies indicate that Oct4 binds thousands of targets [7, 8]; however, only a fraction of these genes may be functionally relevant to pluripotency. Our approach to identifying the relevant subset of targets is to look for evolutionary conservation. Although Oct4 activity in mammals and naive ESCs is associated with preimplantation development, Oct4 is also expressed in gastrulation-stage progenitors and primed pluripotent cells such as EpiSCs and human ESCs. This expression is conserved in nonmammalian vertebrates where Oct4 homologs prevent premature differentiation of germ layer progenitors [9, 10, 11, 12]. These homologs, particularly the *Xenopus* POUV proteins, can support ESC self-renewal in the absence of Oct4 [9, 12] and induce pluripotency in the reprogramming of human and murine somatic cells [5]. Here we identify a set of conserved Oct4/POUV targets using a comparison of the *Xenopus* network to existing mammalian genome-wide data. Based on this data set and a series of gain- and loss-of-function experiments, we uncovered a novel role for Oct4/POUV in the maintenance of cell-cell adhesion that is essential for regulating differentiation.

## Results

### Identification of POUV-Regulated Genes in *Xenopus* Gastrulation

In *Xenopus laevis* there are three POUV genes, Xlpou25 (pou5f3.2), Xlpou60 (pou5f3.3), and Xlpou91 (pou5f3.1) [13, 14], whose expression pattern closely recapitulates the pre- and postimplantation expression of Oct4 in murine embryos (Figure 1A). Knockdown (KD) phenotypes for all the individual proteins have been described using different morpholino antisense oligos (MO) combinations [9, 11, 15, 16]. We found that our original depletion of POUV activity (PVD1, POUV-depleted 1; [9]) could be improved through the inclusion of additional MOs that take into account potential pseudoalleles (PVD2, POUV-depleted 2; Table S1 available online). We validated the absence of POUV activity in PVD2 using a synthetic POUV-responsive reporter gene (Figure S1A) and assessed the specificity of the new Xlpou25 MO by in vitro translation (Figure S1B) and rescue experiments (Figure S1C). Inclusion of the new MOs enhanced the penetrance and expressivity of the combinatorial KD (Figures 1B and 1C). Phenotypes for a single Xlpou91 morphant were described previously [9, 15]; with the new Xlpou25 MO we also observed a phenotype with similarities to that described by Cao et al. [11] (Table S1). PVD2 embryos exhibited a composite of these individual morphant phenotypes. Thus, PVD2 embryos displayed global axis extension defect, whereas Xlpou25 morphants appeared to have strong neural and Xlpou91 morphants a mesodermal convergent extension defect (Figure S1C). Additionally, we found that POUV proteins had distinct effects on gene expression (Figure S1D) and could regulate each other’s transcription (Figure S1E). We also observed that Oct4 depletion during mouse ESC differentiation toward epiblast and primitive streak [17], using the Tet-suppressible ZHBTc4 ESCs [18], led to similar changes in gene expression as PVD2 in *Xenopus* (Figure 1D; see diagrams in Figures 5A and 6A). Taken together, these observations argue a triple knockdown was essential for assessing the POUV downstream network in *Xenopus*.

**Figure 1:**
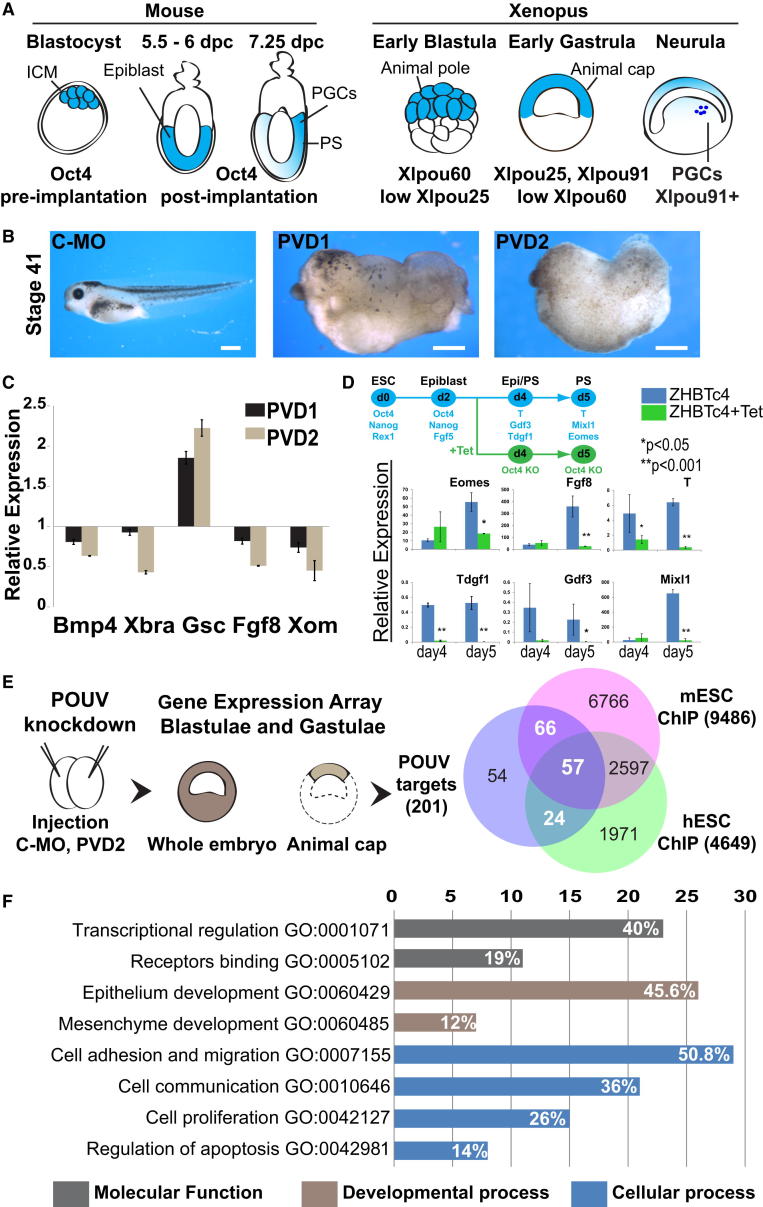
Identification of Conserved POUV Targets (A) Graphical representation of Oct4/POUV expression patterns in *M. musculus* and *X. laevis*. (B) POUV morphant phenotypes. Two-cell-stage embryos were injected with 120 ng of Control-MO or morpholino combinations; POUV-depleted (PVD), a mixture of Xlpou25, Xlpou60, and Xlpou91 MOs; and POUV-depleted-2 (PVD2), the same mixture but with a new Xlpou25 MO targeting both pseudoalleles of Xlpou25. Tadpoles were photographed at stage 41. The scale bar represents 0.5 mm. (C) qRT-PCR analysis of stage 10 embryos. Expression levels were normalized to *Odc* (ornithine decarboxylase) and are relative to the Control-MO. Data are shown as mean ± SD. (D) ZHBTc4 mESCs expressing Oct4 as a tetracycline (Tet)-suppressible transgene were differentiated to mesendoderm. Tet was added as indicated and qRT-PCR performed to monitor gene expression in differentiation. Expression is normalized to TBP and relative to ESCs. Data are shown as mean ± SD. p values were calculated by ANOVA test of minimum of four independent experiments. (E) POUV-dependent gene expression. Ectoderm (animal caps) from Control-MO and PVD2 embryos was dissected at early blastula stage (stage 8) and cultured until intact sibling embryos reached late blastulae (stage 9) and early gastrulae (stage 10) stages, as depicted. RNA from these explants was applied to Agilent 44K microarrays. POUV-regulated genes (N = 307) were identified by ANOVA analysis. Mammalian homologs (N = 201) of the POUV targets were identified by PSI-BLAST with minimum 60% identity. The Venn diagram shows the overlap of the genes regulated by POUV in *Xenopus* (N = 201) with global ChIP assays in murine and human ESCs. (F) Enriched Gene Ontologies of the targets conserved in mouse and human (N = 57) show the number of genes included in each GO term. White values on the bars show the percentage of genes included in the conserved targets list (N = 57). See also Figure S1 and Tables S1 and S2.

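Embryos of Xenopus laevis were injected with 120 ng of the PVD2 mixture or of the control morpholino. RNA was prepared from whole embryos or from animal caps, the explanted ectoderm of the blastula, and each sample pooled 3 whole embryos or 25 caps. The sample RNA, labelled with Cy3, was hybridized together with a Cy5-labelled common reference on 2-colour Agilent Xenopus arrays. The reference was RNA of whole embryos pooled over 11 stages, and the dyes were not swapped. There were 2 biological replicates of each combination of morpholino, tissue and stage, 16 arrays in all. Scanner output was used for 15 of them. The second replicate of PVD2 caps at stage 10 entered only where the authors' table of processed values was used, so in all other tests that group had 1 array, assumed to vary like the other groups.
The authors scanned the arrays and deposited the Feature Extraction output, from which the mean signal and the local background of each spot were taken here. Background was corrected by normexp with an offset of 50, which draws the ratios of dim spots towards 0, and the dye ratio was normalized by loess within each array. Control spots and outlier spots were left out and the 2 spots of each probe were averaged, which gave a log2 ratio of sample over reference for 21495 probes. The Cy3 signal was well above background for 50.0% to 63.6% of the probes of an array. The control whole embryos at stage 9 had the lowest shares, 50.0% and 52.0%, against 61.6% and 63.6% for the PVD2 whole embryos of that stage, and they had the most outlier spots among whole embryo arrays, 1153 and 460. The median net Cy3 signal of an array was 17.8 to 35.0 units in whole embryos and 61.0 to 68.4 units in caps.
The 15 arrays with scanner output lay on 4 slides, each with 1 tissue and 1 replicate number, and the slides of the 2 tissues were scanned on different days. Tissue and scan day cannot be told apart in this design, whereas PVD2 and control arrays of a tissue and replicate shared a slide and a day. On every slide the PVD2 arrays with scanner output held positions 2 or 4 and the control arrays positions 1 and 3. The slide and position of PVD2 caps at stage 10 replicate 2 were not seen. The number of arrays, 1 or 2 per group, limits the precision of every value.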

To define the targets regulated by POUV proteins during germ layer formation we examined the transcriptional profile of PVD2 embryos and ectoderm (animal caps) at late blastula (stage 9) and early gastrula (stage 10) stages (Figure 1E). 

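The array files name a probe for 2 of the 3 POUV genes that the PVD2 mixture targets. The probe of Xlpou91 (xoct-91 in the files) had a log2 ratio to the reference of −2.59 ± 0.10 (SD, n = 2) in control whole embryos at stage 9 and −2.97 ± 0.76 (SD, n = 2) in PVD2 embryos. At stage 10 the ratios were 0.46 ± 0.20 (SD, n = 2) and 0.39 ± 0.02 (SD, n = 2). In caps they were −2.15 ± 0.06 (SD, n = 2) in controls and −1.70 ± 0.45 (SD, n = 2) in PVD2 at stage 9, and −0.06 ± 0.24 (SD, n = 2) and 0.22 (1 array) at stage 10. The probe of Xlpou60 (LOC397936) lay between 1.76 and 1.97 on all 8 arrays of stage 9, between 0.98 and 1.63 on the 4 control arrays of stage 10 and between 1.85 and 2.07 on the 3 PVD2 arrays of stage 10. The mean PVD2 effect over both tissues and stages was 0.07 on the log2 scale for Xlpou91 (SE 0.17, limma adjusted p = 1) and 0.32 for Xlpou60 (SE 0.12, limma adjusted p = 0.948). A morpholino acts on translation or splicing and need not lower its transcript, so these levels do not test the knockdown.
A linear model with a mean for each of the 8 combinations of morpholino, tissue and stage was fitted to every probe with limma. The PVD2 effect was taken as the average of the 4 differences between PVD2 and control. At a Benjamini-Hochberg FDR of 0.05, 83 probes changed, of which 72 were lower and 11 higher in PVD2, and 907 probes had an unadjusted p under 0.05. The count of 907 is less than a share of 0.05 of all 21495 probes, so it is no sign of change in itself. In the 7 pairs of a PVD2 and a control array on the same slide, 67 of the 83 were lower in every pair and 10 higher in every pair, 92.8% against 3.73% of all probes. The 83 were called on these same arrays, so this share largely restates their selection. Arg1 had an effect of −2.63 on the log2 scale (SE 0.25, limma adjusted p = 0.00522) and Foxd4 (FoxD5a in the files) of −2.25 (SE 0.19, limma adjusted p = 0.00411). Both were lower in 7 of 7 pairs and were called whichever array was left out. Among the probes that rose, BC037703 (MGC81002 in the files) had the largest effect, 1.58 (SE 0.18, limma adjusted p = 0.0117), higher in 7 of 7 pairs. Without control whole embryos at stage 10 replicate 2 its adjusted p was 0.0514. Sdcbp (MGC52622), Dlx3, Kcnk5 and Pik3ip1 rose by 1.22, 0.92, 0.77 and 0.68, with limma adjusted p of 0.0484, 0.0315, 0.0382 and 0.0484. These 4 calls lay close to the threshold and were kept in 0, 2, 3 and 1 of the 15 fits that left out 1 array, in which their effects ran from 1.13 to 1.31, 0.82 to 1.01, 0.50 to 0.85 and 0.61 to 0.75. The value of 0.50 for Kcnk5 arose without PVD2 caps at stage 10 replicate 1, the only array of its group. With the slide as a block the adjusted p of Sdcbp was 0.0561.
Fewer probes passed in the single comparisons. With limma, 6 probes changed in caps at stage 9, all lower (560 at an unadjusted p under 0.05). No probe passed in whole embryos at stage 9 (0 called, 297 unadjusted), in whole embryos at stage 10 (0 called, 648 unadjusted) or in caps at stage 10 (0 called, 352 unadjusted). An unmoderated test of each probe called 0 in all of these comparisons, while a variance averaged over probes of like intensity called 4 probes in whole embryos at stage 9, 5 at stage 10, and 18 and 7 in caps. The PVD2 effect differed between caps and whole embryos for 0 probes with limma (144 unadjusted) and between the stages for 0 probes (293 unadjusted), and these other tests also called 0. All the unadjusted counts given here are less than a share of 0.05 of all probes, so they are no sign of change in themselves. The fit had no block for the slide, although deviations of arrays on a slide were correlated, so its counts of 0 do not show that nothing changed. The count of 0 in whole embryos at stage 9 depended on the processing. There the log ratio computed by Feature Extraction gave 591 probes. The authors' processed values gave 684 from 16 arrays and 614 from the same 15.
Across the alternatives the count over both tissues and stages was lowest when each array was centred on its median in place of loess, which left 1 probe. The authors' processed values of all 16 arrays gave 392, the highest count of an alternative set in advance. With the replicate number as a block the count was 151, and with the slide as a block 208. Leaving out 1 array gave 33 probes without control whole embryos at stage 10 replicate 2, the lowest count, and 73 without PVD2 whole embryos at stage 10 replicate 2, the highest. Leaving out control whole embryos at stage 9 replicate 2 raised the count at stage 9 in whole embryos to 27, the tissue difference to 9 and the stage difference to 10 probes. The calls in caps at stage 9 were fewer or absent in every fit without 1 array, except that without the PVD2 cap of stage 10 replicate 1. That array is the only one of its group, so its removal leaves the test in caps at stage 9 unchanged by construction.

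**Figure D1:**
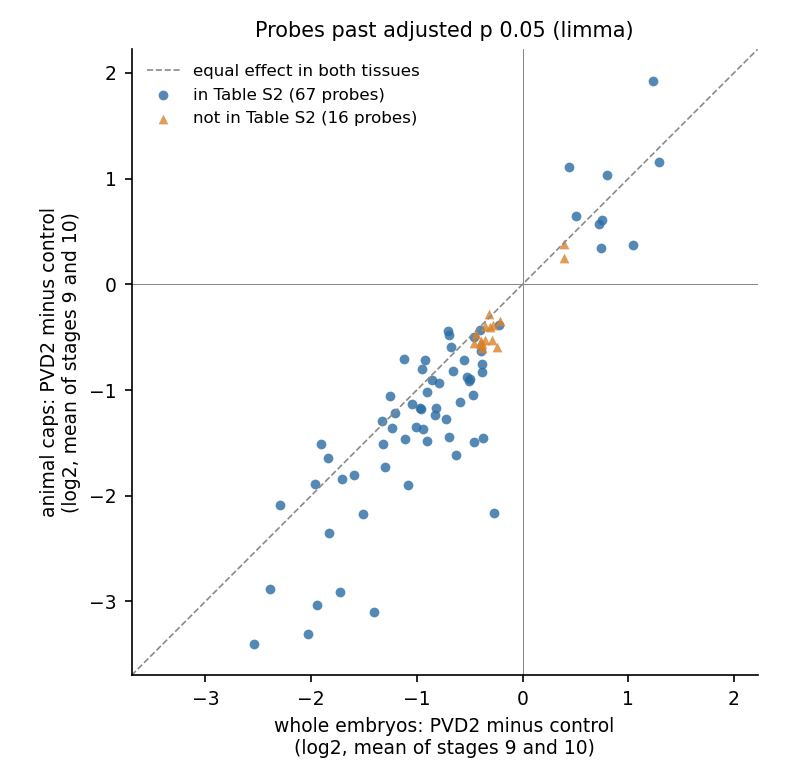
Mean PVD2 effect on the log2 scale in whole embryos (x axis) and animal caps (y axis) for the 83 probes that changed over both tissues and stages, with blue circles for the 67 probes in Table S2 and orange triangles for the other 16. The dashed line marks an equal effect in both tissues, and 63 of the 83 probes have the larger effect in caps. Cy3 signals were lower in whole embryos, and the offset of the background correction draws the ratios of dim spots towards 0.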

Using a three-way ANOVA test, we identified 182 downregulated genes, 45 upregulated genes, and 80 nonannotated genes (false discovery rate [FDR] < 0.05) that responded to POUV depletion (Table S2). Randomly selected genes were validated by quantitative RT-PCR (qRT-PCR) on independent samples (Figure S1F).

### Conservation of Oct4/POUV Target Genes

A number of studies have attempted to define Oct4 targets through genome-wide chromatin immunoprecipitation (ChIP) experiments. We assembled nonredundant lists of putative direct Oct4 targets (Table S2) described in murine ESCs (9,486 genes) [7, 8, 19, 20, 21, 22] and human ESCs (4,649 genes) [23, 24, 25]. The large size of these data sets may reflect the inherent limitations of genome-wide ChIP because it identifies DNA sites irrespective of functional significance. For Oct4 this is a problem because most RNA polymerase II promoters contain “octamer motifs” that are recognized by a broad family of POU proteins. We focused on the subset of these targets that is also regulated in *Xenopus* to identify conserved mediators of lineage specification. 

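Table S2 holds the mean log ratio and the FDR of each responsive probe and, where one was found, its mouse symbol. Of its 307 probes, 299 had the direction of the table in the values recomputed here, with a median effect size of 0.58 on the log2 scale. Over all probes of the array 67 of the 307 were called with limma, and 200 were called when adjusted over the list alone. The study chose the list on these same arrays, so the second count is not independent evidence. Without control whole embryos at stage 10 replicate 2, 29 of the 307 were called. The 218 probes with a mouse symbol included 56 called probes, and 146 when adjusted over the list alone. Among the 89 probes without a symbol these counts were 11 and 54. Of the 67 called probes, 59 were among the 163 that were well above background on all 15 arrays. The search for homologs by PSI-BLAST was not repeated.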

We identified 201 putative mammalian homologs from our POUV-responsive genes (N = 307) (Table S2). 

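For every homolog, Table S2 lists which of 5 mouse and 3 human ChIP studies had found it bound. Counted from the table, 123 homologs had a mouse study and 81 a human study, and those with at least 1 of each are represented by 66 probes. The overlap rests on the published lists and was not recomputed from the arrays. All 66 probes had the direction of the table here. Taking for each gene the probe with the smallest p in the table, 48 genes were lower in PVD2 and 9 higher, with a median effect of −0.67 on the log2 scale. The direction was the same in both tissues and stages for 36 of the lower and 6 of the higher genes. In the 7 pairs on the same slide, 29 genes were lower in every pair and 4 higher in every pair.
With limma 17 of these genes had a called probe over all probes of the array and 38 when adjusted over the list alone, a list that the study chose on these arrays, so that the latter is not independent evidence. All 17 were lower, among them Gdf3, Tdgf1, Klf4, Hmgb3, Sfrp2, Adamts1, Tcfap2a, Sall1, Spry2, Fgf8, Lhx5, Eef1a1, Rtn4, Zic1, Pbk and Prdm1. Leaving out control whole embryos at stage 10 replicate 2 lowered the count to 11. Centring each array on its median left 0 of the genes called by limma and 11 when adjusted over the list alone, and the authors' processed values of 16 arrays gave 44 and 57. With the replicate number as a block 23 genes were called over all probes, and with the slide as a block 24. Zic1, whose probe carries the name opl and matches both zic1.S and zic5.S in the reference table, had an effect of −1.84 (SE 0.28, limma adjusted p = 0.0392). Gdf3 had an effect of −1.22 (SE 0.19, limma adjusted p = 0.0412) and was lower in 5 of 7 pairs, with −2.27 and −2.06 in caps at stages 9 and 10 but 0.18 in whole embryos at stage 10. The calls of Zic1 and Gdf3 were each kept in only 2 of the 15 fits that left out 1 array.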

We found that 73% (N = 147) of our conserved homologs (N = 201) were contained within the combined Oct4 direct targets data set for either mouse or human and 28% (N = 57) overlapped with both mouse and human (Figure 1E; Table S2). This enrichment was highly significant (p = 4.8 × 10^−12^ for mESC overlap; p = 2.3 × 10^−13^ for hESC overlap) and constitutes a robust simplification of the Oct4 targets. 

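Table S2 also gives, for part of the genes listed as bound in both mouse and human ESCs, the log10 change in mouse ESCs after loss of Oct4, which is negative for 17 genes and positive for 7. These 24 genes were compared with the PVD2 effect in the arrays. In PVD2, 22 of them were lower, with a median of −0.62 on the log2 scale, and 2 were higher. The 2 higher genes, Irf1 at 0.07 (SE 0.30, limma adjusted p = 1) and Glis2 at 0.64 (SE 0.23, limma adjusted p = 0.895), were not called, and both are lower after loss of Oct4 in the table. Irf1 was called in 3 and Glis2 in 4 of 18 alternatives. From the authors' processed values of 16 arrays Irf1 was at 0.87 (limma adjusted p = 0.00795) and Glis2 at 1.17 (limma adjusted p = 5.98e-04). Over all probes 7 of the 24 were called with limma, all lower, and 17 were called when adjusted over the list alone, that is, over all genes bound in both species, which were chosen on these arrays and are not independent evidence. Among the 7 were Gdf3, Tdgf1, Klf4, Hmgb3, Sfrp2 and Adamts1, and the table lists each of the 7 as lower after loss of Oct4. All 7 genes that rose after loss of Oct4 were lower in PVD2, of which 0 were called by limma over all probes and 4 when adjusted over the list alone. Kitl, well above background on 4 of 15 arrays, was at −0.07 (SE 0.43), and Tnnc1 at −0.28 (SE 0.39). With 1 array left out Kitl reached 0.21 and Tnnc1 0.02, so their direction was not stable. With the slide as a block Cyp26a1 (limma adjusted p = 0.0247) and Dkk1 (limma adjusted p = 0.0218) were called over all probes, and with the replicate number as a block Cyp26a1 (limma adjusted p = 0.0167). Cyp26a1 was named after its values were seen. Eomes had the largest of these effects, −1.14 (SE 0.26, limma adjusted p = 0.215). It was called from the authors' processed values of 16 arrays and with a variance averaged over probes of like intensity, and its adjusted p ranged from 0.0201 to 0.903 over the alternatives.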

Comparison of our profiling results to published expression data indicated that approximately 40% (N = 24 out of 57) of the genes conserved in mouse, human, and *Xenopus* responded to Oct4 knockdown in ESCs (Table S2) [20].

To further explore the functions of the conserved network we performed a Gene Ontology enrichment analysis [26], which revealed an abundance of regulators of epithelium development and cell adhesion among conserved POUV targets. Further annotation and literature mining revealed that 50.8% of the Oct4 targets conserved in *Xenopus*, mouse, and human (N = 29 out of 57) have been implicated in the regulation of cell adhesion and migration (Figure 1F; Table S2). This figure represents a dramatic enrichment (11-fold) over the occurrence of this gene class in the genome (p = 1.9 × 10^−15^).

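In the arrays, 26 of the 29 genes marked in Table S2 as regulators of cell adhesion and migration were lower in PVD2 and 3 were higher. Their effects ranged from −2.97 to 0.63 on the log2 scale, with a median of −0.70, against −0.60 for the 28 other conserved targets, of which 22 were lower. The difference between both medians was not tested. In every one of the 4 comparisons of tissue and stage 19 of the 29 were lower. The median was −0.91 in caps and −0.48 in whole embryos, and no probe of the array passed limma's test of the tissue difference. Cy3 signals were lower in whole embryos, where the offset can shrink ratios more, so these medians do not compare the tissues alone.
With limma 10 of the 29 genes were called over all probes, all lower, and 18 when adjusted over the list alone, that is, over the 57 conserved targets. The study chose the list on these arrays, so the latter count is not independent evidence. The 10 were Tdgf1, Klf4, Adamts1, Tcfap2a, Sall1, Spry2, Fgf8, Lhx5, Rtn4 and Prdm1. The calls of Spry2, Rtn4 and Prdm1 were kept in 5, 2 and 3 of the 15 fits that left out 1 array, and those of the other 7 in all 15. Adamts1 had the largest effect (SE 0.32, limma adjusted p = 0.00968). Its log2 ratio to the reference was 1.84 ± 0.16 (SD, n = 2) in control caps at stage 9 and −1.70 ± 1.16 (SD, n = 2) in PVD2 caps, and 0.93 ± 0.02 (SD, n = 2) and −1.61 ± 1.24 (SD, n = 2) in whole embryos of that stage. Klf4 (biklf-A in the files) had an effect of −0.76 (SE 0.06, limma adjusted p = 0.00411) and Fgf8 of −1.13 (SE 0.11, limma adjusted p = 0.00522). Klf4 is the symbol that Table S2 assigns to biklf-A. The reference table has klf17.1.S for that probe, so it need not measure the counterpart of Klf4. The genes that rose were Dlx5, Pcdh8 and Diras1, none of them called. For 16 of the 29 genes the signal was well above background on all 15 arrays, and for 6 on fewer than 8. Without background correction 17 of the 29 were called, and from the authors' processed values of 16 arrays 23. Median centring gave a median of −0.44, with 25 genes lower and 0 called by limma (5 when adjusted over the list alone). From the annotation of the conserved targets the paper concludes that regulators of cell adhesion and migration are enriched among them, a step that rests on the gene list rather than on the size of the effects.

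**Figure D2:**
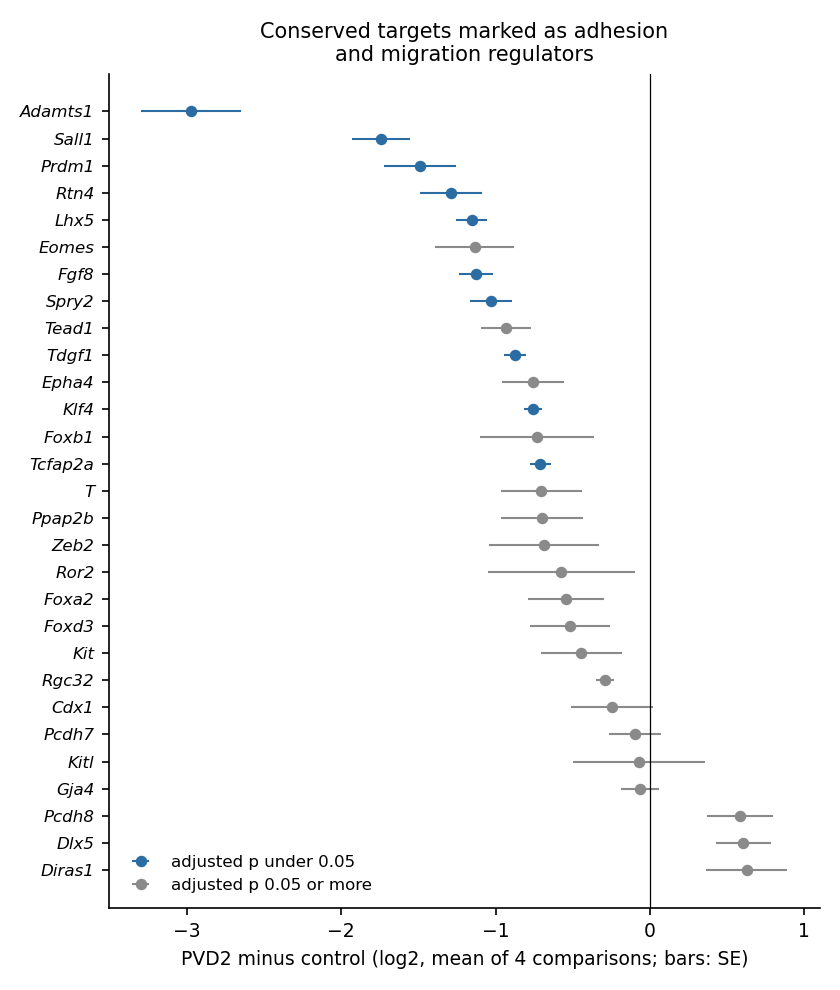
Mean PVD2 effect over both tissues and stages on the log2 scale (x axis, with SE bars) for the 29 regulators of cell adhesion and migration (y axis), in blue where the limma adjusted p was under 0.05. Of the 29 genes, 26 lie below 0 and the 10 in blue are all lower in PVD2.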

### Oct4/POUV Proteins Control Cell Adhesion in Multipotent Ectoderm

We examined the adhesive properties of POUV-depleted *Xenopus* ectoderm (animal caps, a multipotent tissue equivalent to the murine epiblast). PVD2 animal caps displayed defective healing in comparison to controls and lost their integrity when they reached neurula stage (stage 14) (Figure 2A). By performing single MO KDs, we observed a similar, although less severe, loss of adhesion with Xlpou25 KD, whereas the integrity of Xlpou60- or Xlpou91-depleted explants was not affected (Figure S2A). Xlpou25 is the most abundant POUV protein expressed during gastrulation [14], and these results suggest that it is required to maintain ectoderm integrity.

**Figure 2:**
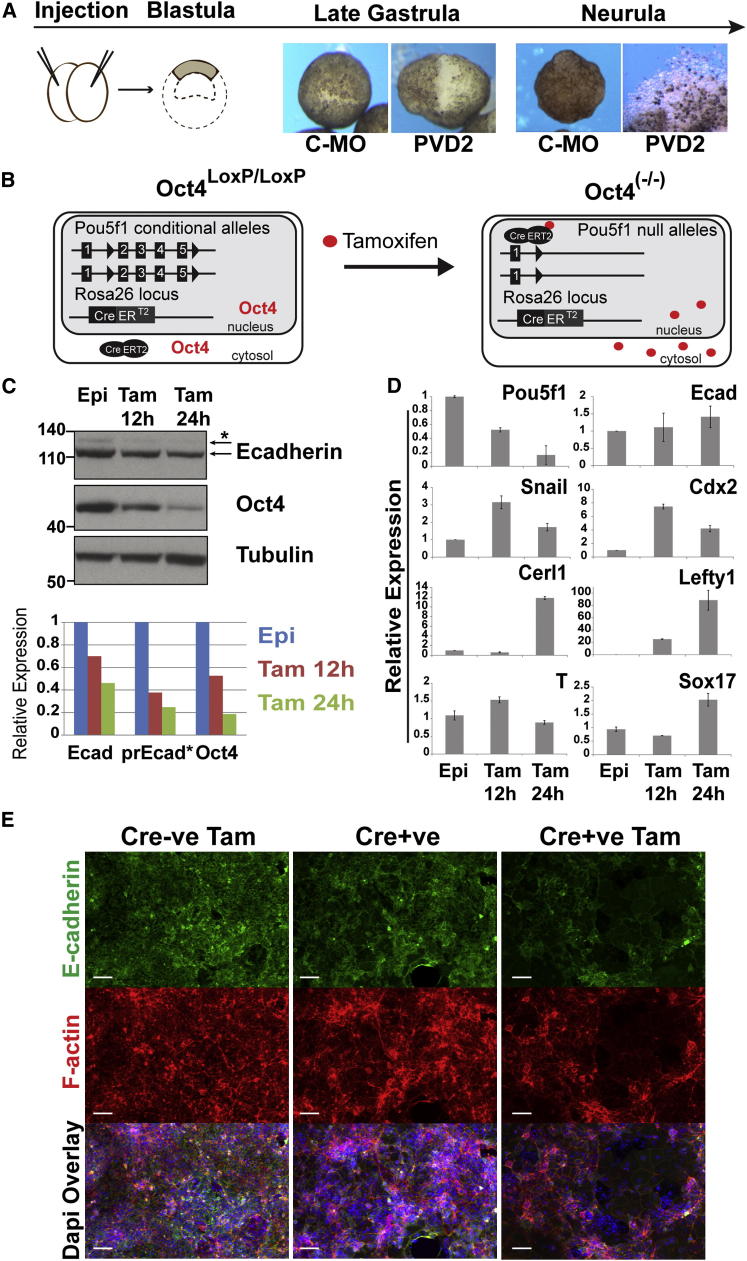
POUV Depletion Phenotypes in *Xenopus* Ectoderm and EpiSCs (A) POUV morphant ectodermal explants exhibit adhesion defects. Animal caps were excised from stage 8 blastulae injected with Control-MO or PVD2 and cultured until either late gastrula or neurula stage (stage 14). PVD2 morphant explants were slow to round up and never properly healed; by the completion of neurulation, PVD2 explants completely disaggregated. (B) Diagram of the *Oct4*^*LoxP/LoxP*^-EpiSC lines. These cells possess two conditional *Pou5f1* alleles and express an inducible Cre recombinase. Addition of tamoxifen induces Cre-mediated Oct4 deletion. (C) Immunoblot of samples from *Oct4*^*LoxP/LoxP*^ and *Oct4*^*(−/−)*^*-*EpiSC 12 and 24 hr after tamoxifen treatment (0.1 μM). The bottom panel shows quantified chemiluminescent signals normalized to tubulin and relative to untreated EpiSCs. Pr-Ecad is the precursor of E-cadherin, indicated by the starred arrow. (D) qRT-PCR of *Oct4*^*LoxP/LoxP*^-EpiSCs 12 and 24 hr after tamoxifen addition. Expression was normalized to TBP, relative to untreated EpiSCs. Bars show mean ± SD. (E) Immunofluorescence of Cre-negative (Cre-ve) and Cre-positive (Cre+ve) *Oct4*^*LoxP/LoxP*^-EpiSCs 48 hr after tamoxifen treatment. The scale bar represents 50 μm. See also Figure S2.

In *Xenopus*, the ectoderm consists of two layers: a monolayer epithelium of superficial cells (outer layer) and an inner layer of nonepithelial deep cells (sensorial layer). Cell adhesion of the superficial layer is maintained by tight junctions [27] and by the expression of C- and E-cadherin [28]. Inner cells are loosely attached to each other, and their adhesion is mediated by NF-protocadherin [29]. PVD2 inner cells were able to form normal aggregates with control outer layers, whereas PVD2 superficial cells lost their integrity when aggregated with control sensorial cells (Figure S2B), indicating a failure of tight junctions in the superficial layer of PVD2 morphants. Defective epiboly, observed in PVD2 embryos, also suggests a failure in ectodermal adhesion. PVD2 morphant gastrulae also displayed thickened ectoderm and a collapsed blastocoel containing enlarged blastomeres (Figure S2C). These ectodermal phenotypes closely resemble those obtained by depletion of C-cadherin [30] or overexpression of a dominant negative E-cadherin [31].

One possible explanation for this phenotype was that the loss of adhesion is a result of progressive cell death stemming from POUV depletion, and we evaluated the effect of PVD2 on cell viability. Control and PVD2 MOs showed similar degrees of cell death in ectoderm explants treated with Sytox Green (Figure S2D) and in TUNEL-stained embryos (Figure S2E). This suggests that loss of adhesion is not a consequence of cell death in PVD2 morphants, similar to adhesion phenotypes observed as a result of inhibition of NF-protocadherin [29], activation of EphrinB1 signaling [32], EphA4 signaling [33], or expression of a Xlim5-Engrailed fusion protein [34].

To test whether Oct4/POUV factors also regulate cell adhesion in mammalian differentiation, we used a conditional Oct4 mutant EpiSC line (*Oct4*^*LoxP/LoxP*^) derived from E6.5 epiblasts of mice homozygous for an Oct4 conditional allele. This line has LoxP sites inserted between exon 2 and exon 5 of the *Pou5f1* gene. It also harbors a tamoxifen-dependent Cre recombinase in the Rosa26 locus (Figure 2B), enabling tamoxifen-induced depletion of Oct4 as a result of Cre-mediated deletion of both *Oct4* alleles [*Oct4*^*(−/−)*^; Figure 2B]. We confirmed that *Oct4* transcript was lost and protein reduced to 10% of wild-type levels within 24 hr of Cre induction (Figures 2C and 2D). We then assessed the epithelialization and differentiation of these cultures. Induced *Oct4*^*(−/−)*^ EpiSCs displayed partial loss of adherens junctions, reduction of E-cadherin membrane staining and F-actin polymerization (Figure 2E), and differentiation toward endoderm (Figure 2D). Total E-cadherin protein was decreased (Figure 2C); however, we observed no reduction in *E-cadherin* transcript, despite a transient increase in *Snail* transcription, suggesting that E-cadherin regulation was posttranscriptional (Figure 2D). Taken together, the data in both *Xenopus* and mouse suggest that the Oct4/POUV network in gastrulation-stage progenitors acts to stabilize adhesion through the regulation of E-cadherin at the cell membrane.

### Conserved POUV Targets Rescue Adhesion Phenotypes

We selected POUV targets (with a >2-fold change in PVD morphants) conserved in both mouse and human, identified as a direct target in at least three studies (N = 32 out of 57), and tested their capacity to rescue PVD2 phenotypes (Figures 3A and 3B). 

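In the arrays, 40 of the 57 conserved targets were listed by at least 3 ChIP studies in Table S2, and 24 of these had a change of over 2-fold in at least 1 of the 4 comparisons of PVD2 with control. Of the 24, 23 were lower, with a median of −0.96 on the log2 scale over all 24, and 13 were called with limma over all probes. The exception in direction was Glis2. Taking the mean effect over the 4 comparisons in place of the largest, 12 genes passed 2-fold, and the authors' processed values of 16 arrays gave 37. Among the 24 were 14 regulators of cell adhesion and migration, all lower and 8 of them called.
Xlim5/Lhx5 was lower in all 7 pairs of arrays on the same slide, with an effect of −1.16 (SE 0.10, limma adjusted p = 0.00411). Its log2 ratio to the reference was 1.61 ± 0.16 (SD, n = 2) in control whole embryos at stage 9 and 0.36 ± 0.30 (SD, n = 2) in PVD2, and 2.40 ± 0.22 (SD, n = 2) and 1.15 ± 0.06 (SD, n = 2) at stage 10. In caps it was 2.11 ± 0.10 (SD, n = 2) and 0.91 ± 0.31 (SD, n = 2) at stage 9, and 2.73 ± 0.06 (SD, n = 2) and 1.81 (1 array) at stage 10. The call was lost only with median centring, and the adjusted p ranged from 1.56e-04 to 0.903 over the alternatives.
The gene called Sall1 in Table S2 (MGC68418 in the files) had an effect of −1.74 (SE 0.19, limma adjusted p = 0.00968), lower in 7 of 7 pairs. In caps its ratio was −1.03 ± 0.16 (SD, n = 2) in controls and −3.13 ± 0.12 (SD, n = 2) in PVD2 at stage 9, and 0.27 ± 0.21 (SD, n = 2) and −0.93 (1 array) at stage 10. A further probe, named sal1-A in the files and Sall3 in Table S2, had an effect of −0.72 (SE 0.17, limma adjusted p = 0.239) and was not well above background in PVD2 caps at stage 10, with control caps at least 2.02-fold higher. Its adjusted p was 0.00935 with the replicate number as a block and 0.0131 with the slide as a block, and over all alternatives it ranged from 0.00935 to 0.903. The probe of Xcad2/Cdx1 in Table S2 (cad2-A) was well above background on 5 of 15 arrays. Its fitted mean effect was −0.25 (SE 0.27, limma adjusted p = 1), lower in 5 of 7 pairs, but at stage 9 neither group was well above background in either tissue, so this is no estimate of the change. It was called in 4 of 18 alternatives, with an adjusted p from 0.00324, from the authors' processed values of 16 arrays, to 1. In PVD2 caps at stage 10 it was not well above background, and control caps were at least 1.40-fold higher. Such a bound sets the mean of the brighter group against the lowest signal counted as well above background on the dimmer arrays, or the probe's own where that is higher, in the Cy3 channel after loess and between-array scaling, and is open to dye bias. A probe named xCAD2, which matches cdx1.S and cdx2.L in the reference table and is not in Table S2, had an effect of −0.16 (SE 0.21, limma adjusted p = 1).

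**Figure D3:**
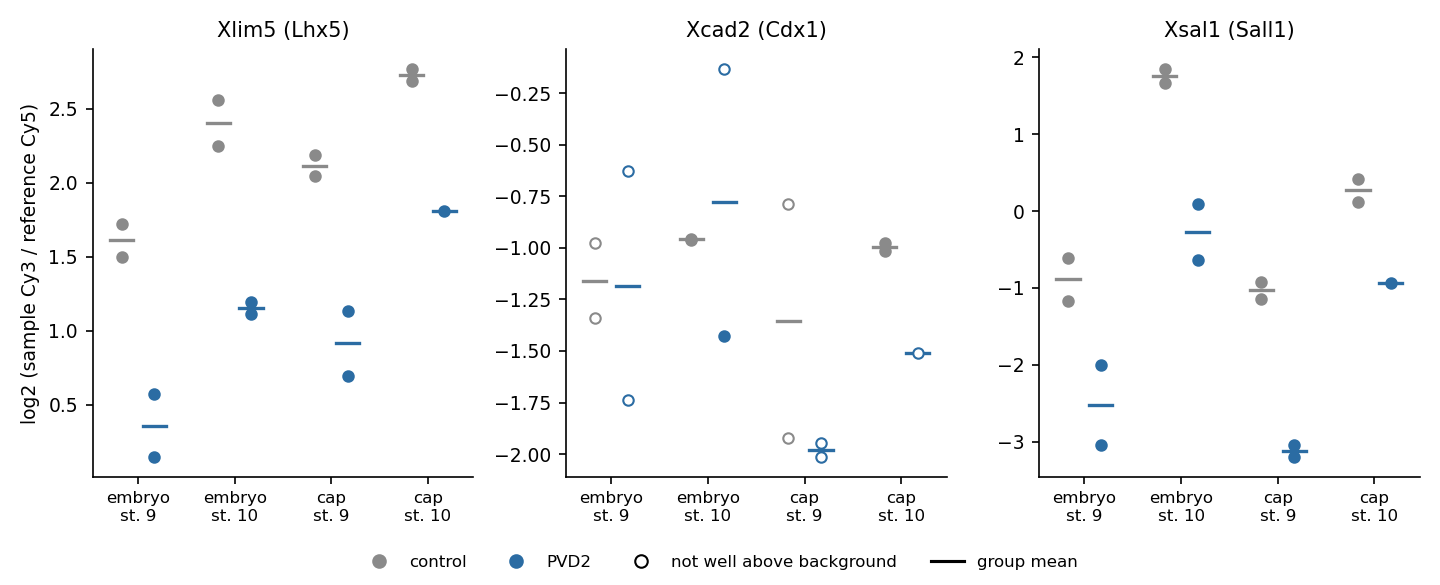
Log2 ratio of sample to reference (y axis) on each array for Xlim5/Lhx5, Xcad2/Cdx1 (probe cad2-A) and Xsal1/Sall1, by morpholino, tissue and stage (x axis), with open symbols where the probe was not well above background. For Xlim5/Lhx5 and Xsal1/Sall1 the PVD2 arrays lie below the control arrays of the same tissue and stage, and Xcad2/Cdx1 is well above background on 5 of the 15 arrays.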

Because E-cadherin appeared a potential mediator of these phenotypes we tested it alongside the transcriptional targets. To evaluate the ability of specific targets to rescue, we scored the number of animal caps that remained intact up to late neurula stage (stages 16–18). The genes tested, their rescue indexes, and known expression patterns or phenotypes are listed in Table S3. We noticed that all direct membrane-associated adhesion regulators, such as E-cadherin, NF-protocadherin, and paraxial protocadherin, had early rescue activity at late gastrula/early neurula stages (stages 13–14), but were unable to sustain ectoderm integrity up to stage 16 and later (Figure 3B). The most effective late-stage rescuers were all transcription factors. Three of these conserved regulators, Xlim5 (Lhx5), Xcad2 (Cdx1), and Xsal1 (Sall1), exhibited rescue activities of PVD2 animal caps approaching 70% or greater. Similar rescue efficiencies were obtained with mouse Oct4 and Xlpou25, whereas Xlpou91 had only partial (early) activity (Figure 3A). Xlim5/Lhx5 is a LIM homeodomain protein highly expressed in the gastrula ectoderm [35] and is closely related to Xlim1, a key conserved regulator of mesendoderm migration. However, Xlim1 was unable to rescue cell adhesion in PVD2 morphant ectoderm (Figure 3A). Xcad2/Cdx1 is a homeobox containing transcription factor involved in anterior-posterior patterning [36]. Xsal1/Sall1 is an ESC transcription factor that regulates differentiation and is known to interact with Nanog and Sox2 [37].

**Figure 3:**
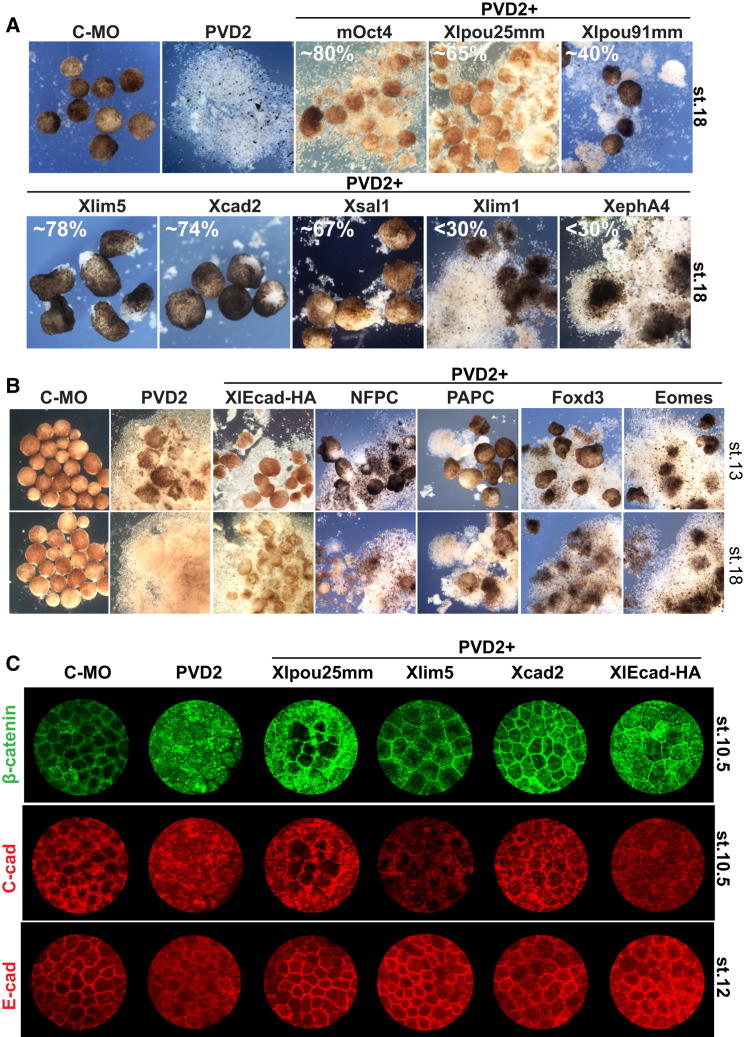
Rescue of Adhesion Phenotypes by POUV Targets (A) Rescue of ectoderm adhesion. Embryos were injected with 120 ng of Control-MO or PVD2 and 500 pg of mRNA encoding the indicated targets (1 ng for mOct4). Animal caps were cultured to neurula stage (stage 14). PVD2 animal caps displayed a dramatic loss of cell adhesion, which was rescued by murine Oct4 and by some of the conserved targets. Rescue index is reported as percentage of intact animal caps, and further details are summarized in Table S3. (B) Rescue of adhesion phenotypes before neurulation. Animal cap adhesion assay is as described in (A) and photographed at late gastrula (stage 13) and neurula (stage 18) stages. (C) Rescue of adherens junctions. Whole-mount immunofluorescence of embryos injected is as described in (A). Maximum intensity projections of confocal z stacks are shown. See also Figure S3 and Table S3.

Adherens junctions mediate cell-cell adhesion between adjacent epithelial cells. In *Xenopus* ectoderm they are maintained initially by C-cadherin at early gastrula stages (stage 10.5), and later C-cadherin acts in conjunction with E-cadherin at stage 12 [38]. C- or E-cadherin expression also correlates with increased β-catenin staining in the superficial ectoderm layer [39]. Figure 3C shows that as early as stage 10.5 we observed a substantial reduction in membrane-associated C-cadherin and β-catenin in PVD2 morphant ectoderm. By stage 12, a similar defect was observed in E-cadherin expression and localization. All three of these proteins exhibited a reduced and discontinuous peripheral staining pattern in PVD2 morphants (Figures 3C and S3A). POUV targets that were able to rescue ectoderm integrity (Xcad2/Cdx1 and Xlim5/Lhx5) and Xlpou25 were also able to support membrane localization of these adhesion proteins. Ectopic expression of E-cadherin in POUV morphants (Figures 3C and S3B) restored β-catenin localization, but had no effect on C-cadherin expression (Figure 3C).

We also found that the loss of epithelial morphology in PVD2-depleted ectoderm was accompanied by the acquisition of differential adhesion properties. Unlike the dissociated cells from control animal caps, PVD2 animal explants would not aggregate with other animal caps, but could aggregate with isolated vegetal hemispheres (Figure S3C). Xlim5 was of particular interest because it was previously shown to regulate ectodermal cell adhesion and sorting [34]. Therefore, we tested its effect on PVD2 explant aggregation and found that Xlim5 expression restores the ability of POUV-depleted ectoderm cells to aggregate with control ectoderm.

### Conserved POUV Targets Rescue PVD2 Gastrulation Phenotypes

PVD2 morphant embryos display a range of morphogenic defects including failures in convergent extension (Figure S1C) and blastopore closure (Figures 4A and 4B). Because there is a close link between adhesion and the morphogenetic movements of gastrulation, we assessed whether conserved POUV targets could rescue these phenotypes. Factors that rescue ectodermal adhesion, in particular, Xlim5/Lhx5 and Xsal1/Sall1, were able to partially rescue blastopore closure (Figures 4A and 4B) and convergent extension as judged by Xnot expression [40] (Figures 4C and 4D). Both phenotypes were also rescued by Xlpou25 and to varying extents by E-cadherin (Figures 4A–4D).

**Figure 4:**
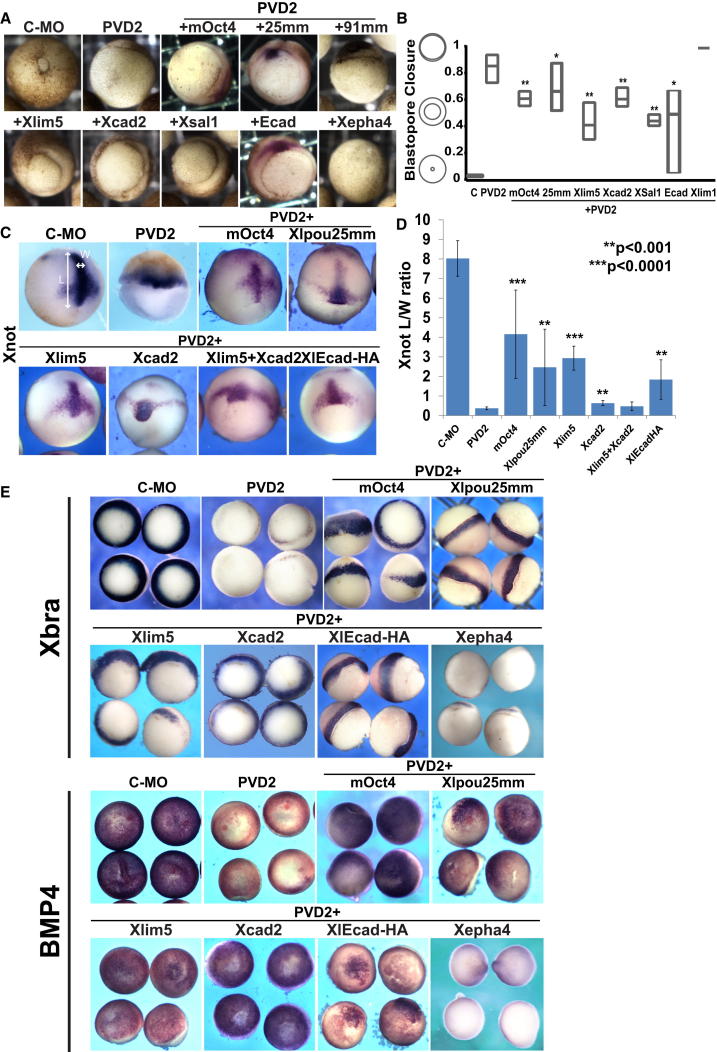
POUV Targets Rescue PVD2 Embryonic Phenotypes (A) Rescue of blastopore closure. Photographs are of whole embryos at stage 12, injected as previously described. (B) Quantification of blastopore rescue. Blastopore closure was estimated at stage 12 using the ratio of blastopore diameter to embryo diameter. The Xlim1 value was arbitrarily set to 1. Box plot shows maximum and minimum values, and the line represents the mean. p values were calculated by nonparametric ANOVA test with multiple comparison corrections (^∗^p < 0.05, ^∗∗^p < 0.001). (C) Rescue of convergent extension defect in PVD2 morphants. In situ hybridization for the dorsal midline marker *Xnot* at stage 12 was used to evaluate convergent extension in PVD2 morphants and rescued embryos [40]. (D) Quantification of convergent extension based on the length/width ratio of *Xnot* (as shown by double arrows on Control-MO). Bars show mean ± SD. p values were calculated as described in (B). ^∗∗^p < 0.001; ^∗∗∗^p < 0.0001. (E) Progenitor state gene expression was rescued by POUV targets. In situ hybridization for *Xbra*, vegetal view, and *Bmp4*, animal view, in PVD2 morphants is shown. See also Figure S4.

We also tested the capacity of some of the most effective adhesion rescuers to support gastrulation-stage gene expression in the absence of POUV proteins. We found that Xlim5/Lhx5, Xcad2/Cdx1, Xlpou25 or mOct4, and to a limited extent E-cadherin rescued progenitor cell markers such as *Brachyury* and *Bmp4* (Figure 4E).

### Forced E-Cadherin Expression Transiently Blocks ESC Differentiation

We tested the capacity of forced E-cadherin expression to stabilize ESC self-renewal in the absence of Oct4 using a ZHBTc4 ESC line harboring an inducible E-cadherin protein (Figure 5A). An E-cadherin-GFP fusion was rendered unstable by the addition of an FKBP peptide [41] and introduced into ZHBTc4 ESCs. Binding of the synthetic ligand Shield-1 to the FKBP tag blocks degradation of E-cadherin and enables stable expression (Figure 5B). Induction of E-cadherin with Shield-1 upon Oct4 depletion demonstrated that E-cadherin could not block differentiation, but was able to support a population of Nanog-low, Essrb-negative cells (Figures 5C and 5D). The ability of E-cadherin to partially block differentiation was also observed at clonal density, where E-cadherin supported the expansion of partially differentiated AP-positive colonies in the absence of Oct4 (Figures 5E and 5F).

**Figure 5:**
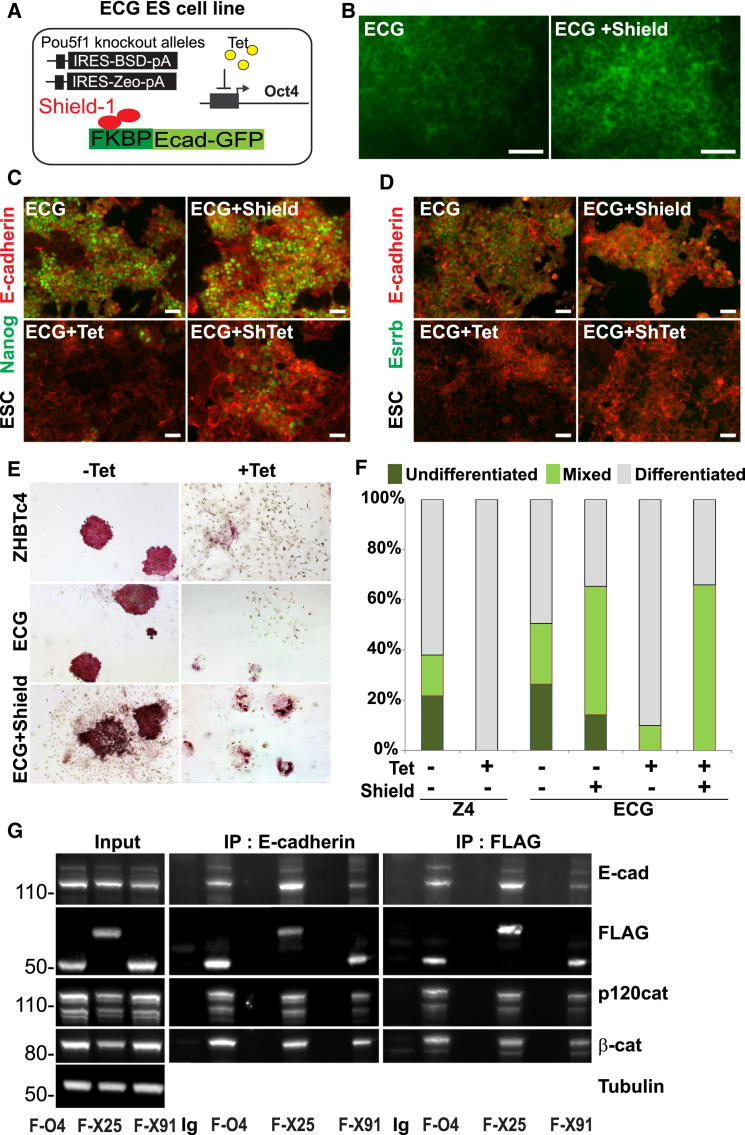
E-Cadherin Expression Partially Blocks ESC Differentiation (A) Schematic of ZHBTc4-derived inducible E-cadherin-GFP (ECG) rescue ESC line. Randomly integrated FKBP-E-cadherin-GFP was constitutively expressed from the CAG promoter. (B) Induction of E-cadherin-GFP with Shield-1. ECG ESCs were cultured under self-renewing conditions with or without Shield and imaged for GFP expression. The scale bar represents 50 μm. (C–D) Induction of E-cadherin in ECG cells supports low-level expression of Nanog (C), but not Essrb (D). Cells were cultured in the presence/absence of Shield and/or tetracycline and then fixed for immunofluorescence. The scale bar represents 50 μm. (E) E-cadherin supported limited AP-positive clonal growth of ESCs in the absence of Oct4. ECG ESCs were plated at clonal density in the presence/absence of Shield and/or tetracycline and colonies stained for tissue-nonspecific alkaline phosphatase (AP; red) after 7 days of growth. (F) Quantitation of clonal growth in ESCs supported by E-cadherin in place of Oct4. Colonies were scored as undifferentiated (dark green), mixed (light green), and differentiated (gray). (G) E-cadherin and POUV proteins interact. Postnuclear membrane fractions were purified from FLAG-tagged POUV-protein-rescued cell lines (see Figure 6) grown in self-renewing conditions. The figure shows immunoblot of coimmunoprecipitations, precipitating with either E-cadherin or the FLAG tag antibody. F-O4, FLAG-Oct4; F-X25, FLAG-Xlpou25; F-X91, FLAG-Xlpou91; Ig, IgG control. See also Figure S5.

Thus, both in frog and ESCs, E-cadherin was able to transiently rescue Oct4 depletion, and, therefore, we explored whether Oct4 could stabilize E-cadherin through direct protein-protein interaction. It has also recently been shown that Oct4 can be sequestered at the membrane through an interaction with β-catenin [42], suggesting Oct4 may sustain E-cadherin levels via a direct interaction. We used variants of the ZHBTc4 ESCs in which Oct4 activity had been rescued by FLAG-tagged POUV proteins expressed at levels known to support self-renewal (see Figure 6A; Figure S5A). Figure 5G shows that under conditions designed to detect interactions between membrane proteins we were able to precipitate Oct4 or either *Xenopus* POUV protein with E-cadherin in the same complex together with p120-catenin and β-catenin.

**Figure 6:**
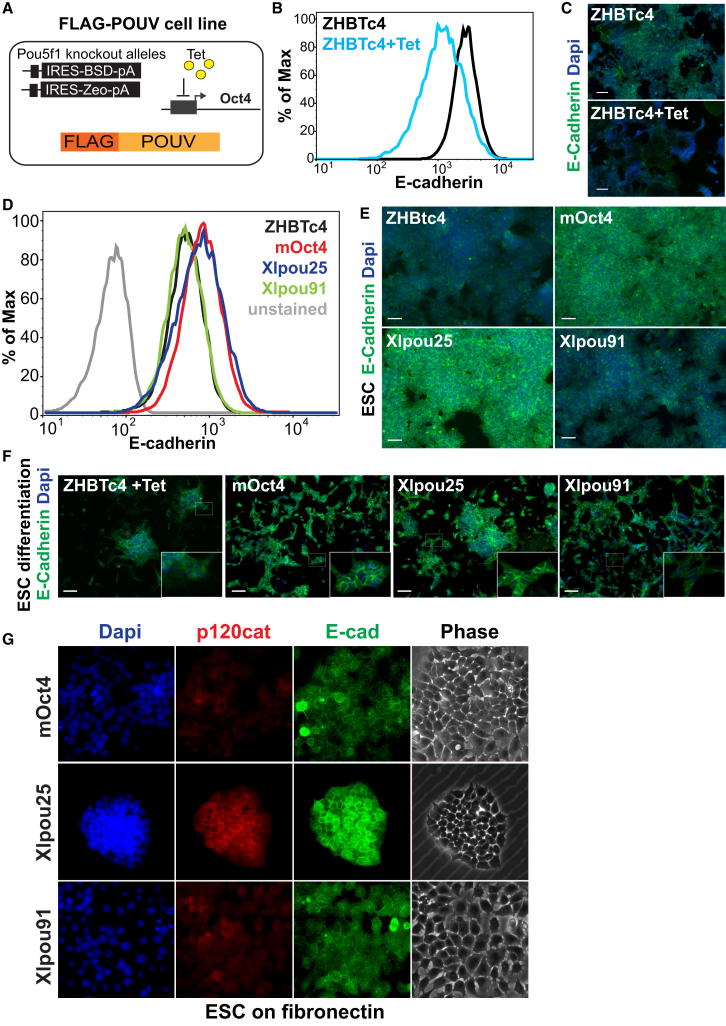
POUV Proteins Support Epithelialization and Antagonize EMT (A) The diagram shows rescue of ZHBTc4 ESCs with different FLAG-tagged POUV proteins. POUV proteins were introduced into these cells in the presence of tetracycline (Tet), and cell lines expressing similar and Oct4-like levels of POUV proteins were selected for further analysis. See also Figure S5A. (B–C) Downregulation of E-cadherin in response to Oct4 depletion in ZHBTc4 ESCs. ZHBTc4 ESCs were plated in self-renewing conditions in either the presence or absence of Tet and assessed by flow cytometry (B) or immunofluorescence (C). The scale bar represents 50 μm. (D–E) POUV- and, particularly, Xlpou25-rescued cell lines express localized E-cadherin. FLAG-POUV cell lines were cultured under self-renewing conditions and assessed by flow cytometry (D) or immunofluorescence (E). The scale bar represents 50 μm. (F) POUV- and, particularly, Xlpou25-rescued cell lines maintain normal epithelial morphology during mesoderm and endoderm differentiation. Immunofluorescence on cultures differentiated for 4 days. The scale bar represents 50 μm. (G) Xlpou25-supported ESCs are particularly resistant to the induction of EMT. ESC lines rescued by the indicated POUV protein were plated on fibronectin to stimulate EMT. Morphology and expression of E-cadherin and p120-catenin were assessed by immunofluorescence microscopy. See also Figure S5.

### POUV Proteins Support Adhesion in Mouse ESCs

Because E-cadherin transiently supports adhesion and self-renewal in both ESCs and *Xenopus*, we further explored whether sustained rescue of ESC phenotypes by POUV proteins was associated with epithelial phenotypes. We had previously shown that Xlpou91 was able to support ZHBTc4 ESCs in the absence of Oct4 [9], and it was recently shown that Xlpou91 was also effective in place of Oct4 in the generation of iPSCs [5]. Of the *Xenopus* POUV proteins, Xlpou25 appears to be the major adhesion regulator, although in ESCs it was not as efficient as Xlpou91 at supporting self-renewal. To explore these differences further, we used the cell lines depicted in Figure 6A that expressed similar levels of FLAG-POUV proteins in place of Oct4 (Figure S5A). As a formal test of ESC potency, teratomas were generated from these lines and found to contain embryonal carcinoma cells and partially differentiated tissues from all three germ layers, indicating that these POUV proteins can functionally rescue ESC potency (Figure S5B). Thus, although Xlpou91 was an effective mediator of ESC expansion, both Xlpou25 and Xlpou91 were able to support germ layer specification in teratoma formation.

We next asked how E-cadherin expression in ESCs responded to both Oct4 knockdown and expression of different POUV proteins (Figures 6A–6E). E-cadherin levels were dependent on Oct4 (Figures 6B and 6C), and the expression of different POUV proteins in place of Oct4 supported E-cadherin (Figures 6D and 6E). We found that although both Xlpou25 and Xlpou91 sustained localized E-cadherin expression, Xlpou25 was able to drive higher levels, similar to those achieved by Oct4 (Figures 6D and 6E). When these cells were differentiated toward mesoderm and endoderm, Xlpou25 also better maintained epithelial morphology (Figure 6F), although both Xlpou25 and Xlpou91 were able to support epiblast gene expression (Figure S5C). Finally, we plated these lines onto fibronectin to force E-cadherin downregulation and determine whether constitutive expression of POUV proteins can inhibit epithelial to mesenchymal transition (EMT) induced by fibronectin. Figure 6G shows that Xlpou25, and to a more limited extent Oct4, effectively maintained E-cadherin expression and localization, blocking EMT and supporting epithelial morphology on fibronectin. Under these conditions, Xlpou25 was also able to sustain high levels of p120-catenin (Figure 6G).

## Discussion

The maintenance of pluripotent populations is a conserved facet of development, and as a result pluripotency can be better understood when viewed alongside early embryonic differentiation. We have identified a set of conserved targets of Oct4 and other POUV proteins that links the regulation of cell-cell adhesion and the exit of uncommitted epithelial progenitor cells into differentiation.

In mammalian embryos there are several stem-cell-like populations, including the early preimplantation embryo (naive pluripotency), the later epiblast (primed), and primordial germ cells (PGCs) [1]. Each of these cells can give rise to in vitro lines that perpetuate pluripotency through self-renewing cell divisions. A number of factors expressed in preimplantation development and naive ESCs are also expressed in PGCs. As a result, it is intriguing that Xlpou91, the *Xenopus* POUV protein expressed in the PGCs [43], is best able to rescue ESC self-renewal, suggesting that perhaps naive pluripotency is derived from the regulatory program in the ancestral PGC lineage. Primed pluripotency is more likely to be highly conserved, given the degree to which gastrulation itself is conserved as a process that both requires a continuous pool of progenitors for progressive lineage allocation and is tightly linked to axis formation. In *Xenopus* Xlpou25 is the main regulator of gastrulation-stage primed pluripotency. As a result, it would appear that *Xenopus* has evolved independent networks for the maintenance of naive and primed pluripotency following the gene duplication event that produced three Class V POU proteins. We show that Xlpou25, the most abundant POUV protein at gastrulation, is absolutely required to maintain the integrity of the multipotent ectodermal epithelium and to enable convergent extension. Xlpou25 is also better at supporting epithelial phenotypes in mammalian cells. However, E-cadherin’s capacity to block ESC differentiation and the ability of Xlpou25-supported ESCs to form teratomas imply cell-cell adhesion is important for pluripotency at all levels.

Based on evolutionary conservation we simplified a list of thousands of potential Oct4 targets to fewer than 100 conserved targets. These conserved targets are significantly enriched for regulators of cell adhesion and motility. Thus, we suggest Oct4 preserves epithelial integrity in the epiblast and the induction of EMT in this state may be a key step in committing to differentiation. This idea contrasts with recent observations that the zebrafish POUV protein, DrPou2 (Drpou5f3) [44], controls EGF expression to promote E-cadherin endocytosis. However, DrPou2 is unable to effectively support ESC self-renewal [9, 12] or mediate reprogramming [5], indicating that POUV activity is not well conserved in teleost fish. Moreover, E-cadherin, a key member of adherens junctions, can also replace exogenous Oct4 in reprogramming by supporting mesenchymal to epithelial transition [45]. In differentiation and reprogramming the support of adhesion by E-cadherin is therefore sufficient to transiently substitute for POUV activity, but on its own E-cadherin expression is not sufficient to sustain self-renewal. Sustained maintenance of multipotent progenitors and support of adherens junctions within this population require the activity of the Oct4/POUV. POUV proteins could achieve this in part through the direct E-cadherin-POUV interaction we have shown. However, the ability of transcription factors, such as Lhx5, Sall1, and Cdx1, to rescue POUV phenotypes argues that the activity of the network is sufficient to sustain epithelial integrity and block differentiation. In other contexts these factors have also been associated with adhesion and migration. Xlim5/Lhx5 has a similar adhesion phenotype in *Xenopus* [34] and is a major mediator of ectoderm identity. In mouse there is redundancy in this family, and Lhx5 is specifically required for hippocampal neurogenesis and migration [46]. Although Cdx genes have mostly been implicated in regional identity, Cdx1 regulates cell adhesion through phosphorylation of catenins in human colon carcinoma cells [47]. Finally, Sall1 is also a part of a redundant family of pluripotency regulators related to the *Drosophila* Spalt. In the *Drosophila* nervous system, Spalt regulates the transcription of cytoskeletal and adhesion regulators such as N-cadherin, Fasciclin 2, Fasciclin 3, and the *Drosophila* homolog of β-catenin, Armadillo [48].

The link between adhesion and mediolateral intercalation or ingression has long been associated with the induction of differentiation programs. 

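Table S2 groups 8 of the genes listed as bound in both mouse and human ESCs under Wnt signaling (Sfrp2, Ror2, Dkk1, Sall1, Zeb2, Dlx5, Ppap2b and Lhx5) and 2 under Nodal signaling (Tdgf1 and Tgif2). In the comparison of PVD2 with control, Sfrp2 had the largest effect, −2.67 on the log2 scale (SE 0.29, limma adjusted p = 0.00968), lower in 7 of 7 pairs of arrays on the same slide. A second probe that Table S2 assigns to Sfrp2 (LOC398164) carries the symbol szl.L in the reference table, and its effect was −0.57 (SE 0.29, limma adjusted p = 1). Dkk1 had an effect of −0.82 (SE 0.18, limma adjusted p = 0.199). Its adjusted p was 0.0218 with the slide as a block and ranged from 0.00184 to 0.903 over the alternatives, and it was called in 6 of 18. Ppap2b had an effect of −0.70 (SE 0.27, limma adjusted p = 0.969), with 0.15 in whole embryos at stage 10, and Dlx5 rose by 0.61 (SE 0.18, limma adjusted p = 0.508), higher in 7 of 7 pairs. Ror2 and Zeb2 were dim, well above background on 6 and 8 of 15 arrays. Their fitted mean effects were −0.57 (SE 0.48, limma adjusted p = 1) and −0.68 (SE 0.36, limma adjusted p = 1), which take in comparisons with neither group well above background (Ror2 at stage 9 in both tissues, Zeb2 at stage 9 in whole embryos) and are no estimates of the change. Ror2 was not well above background in PVD2 caps at stage 10, with control caps at least 2.04-fold higher, and Zeb2 was not in PVD2 caps at stage 9, with control caps at least 1.67-fold higher. For Zeb2 only 1 of the 2 control caps at stage 9 was well above background. The log2 ratio to the reference was −3.28 ± 1.32 (SD, n = 2) there and −4.23 ± 0.05 (SD, n = 2) in PVD2, so that bound rests largely on 1 array. Ror2 was called in 4, Zeb2 in 3 and Ppap2b in 5 of 18 alternatives.
Of the Nodal genes, Tdgf1 (FRL1 in the files) had an effect of −0.88 (SE 0.07, limma adjusted p = 0.00411), lower in 7 of 7 pairs. Its log2 ratio to the reference was 1.64 ± 0.19 (SD, n = 2) in control whole embryos at stage 10 and 0.54 ± 0.04 (SD, n = 2) in PVD2. Tgif2 had an effect of −0.67 (SE 0.12, limma adjusted p = 0.0922), lower in 7 of 7 pairs, and was called in 7 of 18 alternatives, over which its adjusted p ranged from 4e-04 to 0.903.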

Our conserved target list features regulators of Nodal and Wnt signaling, pathways associated with gastrulation, epithelial homeostasis, and EMT. Thus, Oct4 does not only suppress differentiation-inducing pathways that promote migration, but also blocks delamination itself. This block of delamination would be essential for normal gastrulation movements and the proper distribution of morphogens within a coherent epithelium. Whether Oct4 regulates pluripotency via adhesion or regulates both in parallel is difficult to resolve from our data set because the effective rescuers are transcription factors. However, the nature of the conserved Oct4 network suggests that the regulation of adhesion and differentiation are inseparable. Thus, although the global effects of modulating adhesion make it difficult to establish a direct functional link between adhesion and pluripotency, it would appear that the ancient role of POUV proteins in triploblastic development is to preserve the competence of cells to both gastrulate and differentiate by retaining them within the uncommitted ectodermal epithelium.

## Experimental Procedures

### *Xenopus* Embryo Microinjection and Manipulation

*Xenopus laevis* embryos were obtained by in vitro fertilization. Microinjection, in situ hybridization, and TUNEL assay were performed as described in [9]. Morpholino oligos (GeneTools) are listed in Table S1.

Immunocytochemistry was performed according to [49], and details are given in the Supplemental Experimental Procedures. XlE-cadherin-HA expression vector was a gift of P. McCrea [50]. Animal cap viability assay was performed as described in [34], using Sytox Green (1 μM; Invitrogen).

### Ectoderm Rescue Assay

In vitro transcribed mRNA (mMachine; Ambion) from I.M.A.G.E. clones was coinjected with morpholino and Texas red dextran (Molecular Probes; Invitrogen). Animal caps were dissected at stage 8 and photographed at stages 13 and 16–18. Rescue activity was evaluated after neurulation (stages 16–18) as the percentage of those retaining their integrity (see Table S3). Opl/Zic1 plasmid was a gift from H. Sive [51].

### Gene Expression Analysis

RT-PCR was performed as described in [6], and the primers are listed in the Supplemental Experimental Procedures.

### Microarray

Agilent *Xenopus* Gene Expression Microarrays 4×44K (AMADID-015066) were hybridized according to the manufacturer’s instructions. Three-way ANOVA was performed as described in [52]. FDR was estimated using the Benjamini-Hochberg method. Further analysis is available in the Supplemental Experimental Procedures.

### Cell Culture and Differentiation

mESCs were cultured as described by [9] and differentiated to mesoderm and endoderm according to [17] and [53]. Stable lines expressing FLAG-POUV or FKBP-E-cadherin-GFP proteins were generated by electroporation of ZHBTc4 ESCs, as described in [9]. EpiSCs were cultured according to [54], and tamoxifen (Sigma) 0.1μM was used to induce recombinase activity.

Immunofluorescence, immunoprecipitation, immunoblotting, flow cytometry, and teratoma assays are all described in the Supplemental Experimental Procedures.

### Ethics Statement

All animal work was conducted in accordance with UK and European legislation and, in particular, according to the regulations described in the Animals (Scientific Procedures) Act of 1986 (UK). All work in this manuscript was authorized by and carried out under Project License 60/3715 issued by the UK Home Office. Genetic modification for the generation of mouse ESC and EpiSC lines was approved by the ethics committees of the University of Edinburgh and the University of Copenhagen.

How the deposited data were processed for this re-analysis (not part of the article)

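The series compared PVD2 with control morpholino in whole embryos and animal caps of Xenopus laevis at stages 9 and 10, with 2 biological replicates per group and 16 arrays. Samples were grouped by their labels, which name the morpholino, tissue, stage and replicate of each. Scanner output was used for 15 arrays, and the authors' table of processed values for all 16. The labels give 60 ng of morpholino per blastomere, which for both blastomeres is the 120 ng per embryo stated in the paper.

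The authors labelled each sample with Cy3 and the common reference with Cy5, scanned the arrays in 2 channels and read them with Feature Extraction 9.5.1.1. The intensity values used here, the mean signal and median local background of each spot, are those that the authors deposited without normalization. The log10 ratio of Cy5 over Cy3 that the authors deposited per spot had been background subtracted and dye normalized by Feature Extraction, and its sign was turned here to sample over reference. The authors' table of processed values is on a log10 scale, with its computation not stated in the paper's text or the labels. Differences between its arrays followed the differences in sample over reference ratio (r between 0.979 and 0.995 across probes, which are not independent replicates) more closely than those in Cy3 alone (0.498 to 0.789). The values themselves followed log10 Cy3 (r between 0.969 and 0.994) more closely than that ratio (0.152 to 0.265). For comparisons between arrays the table was therefore used as sample over reference on a log10 scale and converted to log2.

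From the intensities, background was corrected by normexp with an offset of 50, fitted on all spots, and the log2 ratio of sample over reference was normalized by loess within each array. The 1417 control spots and the outlier spots were left out, saturated spots were kept, and the 2 spots per probe were averaged. This left 21495 probes, of which 189 lacked a value on at least 1 array and 14970 were well above background in Cy3 on at least 2 arrays. The Cy3 signal was well above background for 50.0% to 63.6% of the probes of an array. Arrays give no read depth, and their number limits the precision.

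Linear models were fitted with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with a mean for each of the 8 groups, moderated by eBayes over all probes, and Benjamini-Hochberg adjustment at an FDR of 0.05. The tests were the average of the 4 PVD2 effects, each effect alone, and the difference of the effect between tissues and between stages. The lists of Table S2 were counted over all probes and adjusted over the list alone. For its three-way ANOVA the paper refers to an earlier publication, and that procedure was not repeated here. As an alternative the same groups were fitted without moderation to the values processed here, which is not the paper's own test. Where a probe was not well above background on any array of 1 of the groups compared, the fold of that comparison is given only as a lower bound, and where this held for both groups none is given. The mean effect over the 4 comparisons comes from the fit to all values and takes in such comparisons, so for dim probes it is no estimate of the change.

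The groups share replicate numbers, and each slide held 1 tissue and 1 replicate number, as the slide positions in the scanner files show. Deviations from the group means of arrays with the same number correlated in all 6 pairs of whole embryo groups (r 0.472 to 0.880) and all 3 pairs of cap groups (r 0.486 to 0.719), which shared a slide. Of the 12 pairs of groups from different tissues, which did not, r was above 0 in 10 and ran from −0.371 to 0.664, and 5 lay above the lowest r within a tissue. The numbers thus pair the arrays within a tissue and most groups across tissues, and the replicate number and the slide were each fitted as a block.

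The choices were fixed before the data were examined, and alternatives changed 1 choice at a time. They were no background correction, an offset of 16, median centring, between-array scaling, the Cy3 channel alone, the Feature Extraction log ratio, the authors' processed values of 16 or of the same 15 arrays, a filter on dim probes, outlier spots kept, an additive model, blocks for replicate, slide and scan day, eBayes with trend and robust settings, no moderation, a variance averaged over probes of like intensity, array weights, and each array left out in turn. Leaving out an array leaves some groups with 1 array, which is then assumed to vary like the others, and the variance is pooled over the groups.

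The procedure was tested on simulated data, in which 200 of 21306 probes were changed in the comparison of PVD2 with control over both tissues and stages. It recovered 83% of changes of 2-fold and 95% of changes of 4-fold, with 7.77% of its calls false, and made 0 calls with limma where nothing was changed. For the tissue difference it recovered 61% and 86%. The changed probes were drawn at random and the simulated noise was independent between arrays. Deviations of real arrays on a slide were correlated, so these shares may not hold for them.

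Probes were named by a rule fixed in advance: the Xenopus genes the paper names as POUV genes, targets, rescue factors or markers, the 5 probes with the most negative and the 5 with the most positive mean effect among called probes with 1 sign in all 4 comparisons and a gene name, and the Wnt and Nodal genes of Table S2. This gave 46 probes, of which 1 is not reported here. Their names come from Table S2 or the scanner files, and 30 matched a symbol in the RefSeq gene table. Where that symbol differs from the name used, it is given for only some of the probes. For Xlpou25 and Bmp4 no probe was found by name. The quantitative RT-PCR, rescue, EpiSC and ESC experiments were not analysed here. The homolog search, the ChIP lists and the Gene Ontology enrichment were taken from Table S2 as they stand.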

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

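The test against the authors' processed values, the count of other splits of the arrays by morpholino and the comparison with Table S2 were set before their results were seen, and the tests of the reference channel, of the background correction alone and of the Feature Extraction log ratio with and without the slide block were chosen only after the result was seen.

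Of the 83 probes that changed over both tissues and stages, 16 are not in Table S2 and are not discussed in the paper. This is a signal in probes outside those the paper reports on. For sox3 this holds for the probe but not for the gene, since Table S2 lists Sox3 for another probe (xsox-11 in the files), which was also called and lower, at −0.41 (limma adjusted p = 0.013). Of the 16, 14 were lower and 2 higher in PVD2, and all were well above background on all 15 arrays. Their effects were small: the lowest was −0.51 for XEK (limma adjusted p = 0.0269) and the highest 0.39 for BC044003 (limma adjusted p = 0.0259). The 9 with a gene name were XEK, faf1-prov at −0.47 (limma adjusted p = 0.00522), LOC494807, MGC69110, ppp1r11-prov, sox3 at −0.37 (limma adjusted p = 0.0241), MGC82010 at −0.35 (limma adjusted p = 0.00522), LOC496028 and MGC80744, the last of which rose by 0.32. These were named after their values were seen.

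The first technical explanation is the background correction and loess used here. Against it, 11 of the 16 probes were also called from the authors' processed values of all 16 arrays. From those of the same 15 arrays as here 5 of the 16 were called. Of the probes not among the 11, CB943529, sox3 and LOC496028 were called from the Feature Extraction log ratio (3 probes; 13 of the 16 in all), which Feature Extraction had background subtracted and dye normalized in its own way. The other 2, XEK and CD301370, were called from that log ratio only with the slide as a block (limma adjusted p = 0.0485 and 0.0162, against 0.0521 and 0.113 without the block), an alternative chosen after seeing the data. All 16 were called without background correction, which argues against that step alone. With median centring in place of loess 0 of the 16 were called by limma, where only 1 probe of the array was, and 7 were called from Cy3 alone, XEK among them, without loess but with the same background correction. With a variance averaged over probes of like intensity none of the 16 was called, although 52 of the 83 were. The calls of the 16 thus depend on how the variance is estimated. A second is a chance assignment of the arrays, for the 83 probes as a whole. With the PVD2 and control labels exchanged within the pairs of arrays on a slide and stage, 1 of 100 splits drawn from 128, the real one, gave as many called probes, and no other of these splits gave any call by limma. Chance can therefore be excluded for the 83 as a set, but not for each probe. Splits that leave pairs together differ in kind: of 100 drawn from 520, 4 gave as many calls, up to 1187, and in each of those at least 2 slides lay wholly in 1 group, so that they follow the slide. With the slide as a block the real comparison gave 208.

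A further explanation is the position on the slide, which the design does not separate from the morpholino. The median shift of the called probes in the direction of the effect was 0.84 in Cy3 and −0.02 in Cy5 (−0.0161, quartiles −0.0577 and 0.0582). These probes were called on the ratio of both dyes, in which a shift common to both cancels, so a value near 0 in Cy5 does not test the position. Position and morpholino cannot be told apart. The biological explanation, a response of these genes to POUV depletion, stays open as a hypothesis that was not tested on other samples. The choice of the list also depends on the arrays: the total of 83 fell to 33 without control whole embryos at stage 10 replicate 2.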

How the results depend on the processing

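2 of the alternatives, the authors' processed values with a variance averaged over probes of like intensity and the Feature Extraction log ratio with the slide as a block, were chosen after seeing the data; the tests of the Feature Extraction result were also chosen after the result was seen. Of 266 values of the main results under the alternatives set in advance, 201 stayed within 1.5 times or within their spread. With 1 array left out this held for 175 of 222 values, and under the 2 later alternatives for 10 of 30. The values that moved follow, and unless stated otherwise the cause was not tested.

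Without background correction 228 probes changed over both tissues and stages (82.9% lower, against 86.7%), 3 in whole embryos at stage 9 and 29 at stage 10, and the called probes of Table S2 rose from 67 to 141, the conserved targets from 17 to 32 and the adhesion and migration regulators from 10 to 17. Median centring in place of loess gave 1 probe, which was higher (271 at an unadjusted p under 0.05), 0 in caps at stage 9 with limma (133 unadjusted), 1 probe of Table S2, 0 conserved targets (11 adjusted over the list alone, from 38) and 0 adhesion and migration regulators (5 adjusted over the list alone). It moved the median effect of all probes in caps at stage 9 from −0.03 to −0.15, relative to which its changes there are to be read.

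The Cy3 channel alone gave 228 probes with 66.2% lower, 31 in whole embryos at stage 10, 14 in caps at stage 10, 0 in caps at stage 9 with limma (459 unadjusted), 1 for the stage difference, 133 of Table S2, 34 conserved targets and 19 regulators. The Feature Extraction log ratio gave 254 probes (76.8% lower), 591 in whole embryos at stage 9, 8 at stage 10, 1 in caps at stage 9, 5 for the tissue difference, 2 for the stage difference, 145 of Table S2, 37 conserved targets, 19 regulators and 37 genes over 2-fold in at least 3 studies, against 24. The authors' processed values of 16 arrays gave 392 probes (76.3% lower), 684 in whole embryos at stage 9, 7 at stage 10, 10 and 15 in caps, 6 for the tissue difference, 215 of Table S2, 44 conserved targets, 23 regulators and 37 genes over 2-fold. Over the same 15 arrays as here they gave 209, 614 in whole embryos at stage 9, 154 of Table S2, 37 conserved targets, 19 regulators and 37 genes over 2-fold.

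The replicate block, which pairs the arrays, gave 151 probes and 10 in caps at stage 9, and the slide block 208 probes and 114 of Table S2. Among the 46 named probes the blocks added calls for Sall3 and Dkk1 and lost Sdcbp, and they changed no other call. The fit without moderation, which is not the paper's own three-way ANOVA, gave 21 probes, 16 of Table S2, 7 conserved targets and 5 regulators. In caps at stage 9 it gave 0 (737 unadjusted), where limma gave 6. The variance of probes of like intensity gave 4 and 5 probes in whole embryos at stages 9 and 10, and 18 and 7 in caps. eBayes with trend and robust settings gave 12 and 1 in caps. With outlier spots kept, caps at stage 10 had 2. A mean effect of over 2-fold left 12 genes. The alternative chosen later that puts the like-intensity variance on the authors' processed values gave 228 probes, 170, 34, 27 and 37 in the 4 comparisons, 3 for each difference, 213 of Table S2, 46 conserved targets, 26 regulators and 37 genes over 2-fold. The Feature Extraction log ratio with slide block gave 639, 831, 13, 2 and 2, with 206 of Table S2, 44 conserved targets, 21 regulators and 37 genes over 2-fold.

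Leaving out 1 array gave 33 (without control whole embryos at stage 10 replicate 2) to 73 probes, 29 to 60 of Table S2 and 11 to 18 conserved targets, with both lowest values for that same array. The single comparisons ran from 0 to 27 and 0 to 1 in whole embryos at stages 9 and 10, and from 0 to 6 in caps at stage 9. The tissue difference ran from 0 to 9 and the stage difference from 0 to 10. The values of 27, 9 and 10 all arose without control whole embryos at stage 9 replicate 2, the array with the lowest median Cy3 signal, where the unadjusted counts of 197, 134 and 229 were below those with it, 297, 144 and 293. Without PVD2 caps at stage 10 replicate 1 no value could be had for caps at stage 10 or for the 2 differences. The correlation of the PVD2 effect in caps with the stage change ran from −0.275 (without control whole embryos at stage 10 replicate 1) to 0.0854 (without replicate 2 of that group). It was also positive without control whole embryos at stage 9 replicate 1 (0.0604) and for stage 9 caps alone (0.0135), and median centring gave −0.522, against −0.102. Leaving out PVD2 caps at stage 10 replicate 1 is the same computation as stage 9 caps alone.

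The direction of the lists was stable under what was run: 44 to 49 of the 57 conserved targets were lower under every alternative that kept all 57. The 83 called probes kept their sign under each of the 18 alternatives and each array left out, except 1 probe without control whole embryos at stage 9 replicate 2. Scaling between arrays, the scan day block, eBayes with trend and robust settings, no moderation, like-intensity variance and array weights leave the estimates as they are. No sign can change under these, for the lists or for the named probes, so they add nothing to this stability. Calls overlapped less: 82 of the 83 were called without background correction, 80 with the slide block, 77 from the authors' processed values of 16 arrays, 64 from Cy3 alone, 52 with the variance of probes of like intensity, 20 without moderation and 1 with median centring. The fits without 1 array called 33 to 60 of the 83, the fewest without control whole embryos at stage 10 replicate 2. Over the 46 named probes no called effect reversed. Of their 828 values under the alternatives set in advance, 726 kept their side of the threshold and direction, 43 lost and 44 gained the call, and 15 uncalled effects changed sign. Scaling between arrays and the scan day as a block gave the same 83 calls, by construction, since the one does not alter ratios and the other equals the tissue.

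The count of 591 in whole embryos at stage 9 from the Feature Extraction log ratio was looked at further. The reference channel alone called 1073 probes there, but only 40 of the 591 with the opposite sign, which argues against the reference as the main source. Of the 591, 82.6% had a Cy3 value at or below background that Feature Extraction fills in with a surrogate on at least 1 of the 4 arrays, against 35.4% of all probes, and 49 were well above background on all 4. Such filled-in values are a candidate explanation for most of the 591, and the lower share of probes above background in the control arrays of that stage goes with it.

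Signal over background limits the same comparison. Of the Table S2 probes, 163 were well above background on all arrays, and 59 of these were called, against 8 of 105 that were so on some and none of the 39 on fewer than 2 (0 with limma, and 11 from the authors' processed values of 16 arrays). In simulated data with these groups, 50% to 64% of changes of 2-fold were recovered in the single comparisons. For changes of 4-fold it was 79% to 87%. In the average over both tissues and stages 83% and 95% were recovered. The simulated noise was independent between arrays, unlike the deviations of real arrays on a slide, and the changed probes were drawn at random. The simulation therefore does not decide whether the number of arrays accounts for the low counts in the single comparisons.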

Differences from the paper's values

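No test reported in this part was chosen after the result was seen, apart from 1 alternative named as such.

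At an FDR of 0.05 the paper's number of probes responding to POUV depletion is 307, and 83 were called here. Among the alternatives set before the data were examined, no background correction (228), the Feature Extraction log ratio (254), Cy3 alone (228), the slide block (208) and the authors' processed values of 16 arrays (392) or of 15 (209) came within 1.5 times of 307. Normexp with offset 16, median centring, between-array scaling, the filter on dim probes, outlier spots kept, the additive model, the replicate block (151), the scan day block, eBayes with trend and robust settings, the unmoderated test (21), the like-intensity variance, array weights and every fit without 1 array did not. The authors' processed values with the like-intensity variance gave 228, a setting chosen after seeing the values.

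The paper's Table S2 holds 239 probes that were lower, against 72 here. No background correction (189), the Feature Extraction log ratio (195), the authors' processed values of 16 (299) or 15 arrays (170) and the slide block (171) came within 1.5 times, and the other alternatives set in advance did not. The authors' processed values with the like-intensity variance, a setting chosen after seeing the values, gave 178. The table holds 68 probes that were higher, against 11 here. The Feature Extraction log ratio (59), Cy3 alone (77) and the authors' processed values of 16 arrays (93) came within 1.5 times, and the others set in advance did not. The setting chosen after seeing the values gave 50, also within 1.5 times. Counted by gene symbol, the table has 183 lower probes, 45 higher and 79 without a symbol.

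For the named genes in Table S2 the values are compared as mean log10 ratios of PVD2 to control. Of 30 probes compared, 10 differed by more than the spread between arrays, each with the same sign and a smaller size here. The paper's value is −0.434 for Xcad2/Cdx1, against −0.0742 here, −0.752 for the Sall3 probe of Xsal1, against −0.218 here, −0.342 for NF-protocadherin/Pcdh7, against −0.0291 here, and 0.496 for paraxial protocadherin/Pcdh8, against 0.176 here. For BC037703 the paper's value is 0.662, against 0.476 here. For these 5 genes the Feature Extraction log ratio and the authors' processed values of 16 or 15 arrays came within the spread, and no other alternative or array left out did. Cdx1 was well above background on 5 and Pcdh7 on 3 of 15 arrays, so their values here come largely from dim signals.

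The paper's value is −0.550 for Ror2, against −0.173 here, −0.407 for Dkk1, against −0.247 here, −0.489 for Zeb2, against −0.206 here, and −0.328 for a probe of Ppap2b, against −0.123 here. The same settings and normexp with offset 16 came within the spread, for Dkk1 also the additive model, and the other alternatives did not. For Arg1 the paper's value is −0.948, against −0.793 here. It came within the spread under those settings, without background correction, with the replicate block, the slide block or array weights, and in 9 of the 15 fits without 1 array, and not under the other alternatives.

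Several genes that the paper names or places among the conserved targets are called in Table S2 but not here. Cdx1 and Ror2 were called from the Feature Extraction log ratio, Cy3 alone and the authors' processed values of 16 or 15 arrays, and Pcdh7 from these without Cy3 alone. Sall3 was called with either block and with the like-intensity variance. Xbra was called without background correction, from Cy3 alone and from the authors' processed values of 16 arrays, as was Zeb2. Eomes was called from the latter and with the like-intensity variance, and Cyp26a1, named after its values were seen, with either block. Dkk1, Ppap2b and Tgif2 were called without background correction, from the Feature Extraction log ratio and from the authors' processed values, Dkk1, Tgif2 and 1 of the 2 Ppap2b probes also from Cy3 alone, Dkk1 also with the slide block, and Tgif2 also with the additive model and the like-intensity variance. Pcdh8, Dlx5 and a probe of Mix.1 were called only with the setting chosen after seeing the values, the authors' processed values with the like-intensity variance.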

Other observations

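The tests of the tissue and stage splits and of the shrinkage of dim probes were chosen only after the result was seen; the tests of a delay and of the direction after Oct4 loss were set before.

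Probes of genes that the paper measured by other means in other experiments had these mean PVD2 effects in the arrays, on the log2 scale and none of them called. E-cadherin was at −0.02 (SE 0.09, limma adjusted p = 1), C-cadherin at 0.03 (SE 0.11, limma adjusted p = 1), beta-catenin at 0.05 and p120-catenin at 0.15. A probe of the p120 family named LOC398489, which is pkp4.S in the reference table, was at 0.03, and Odc, which the paper uses for normalization in qRT-PCR, was at −0.02 (SE 0.15, limma adjusted p = 1). With median centring E-cadherin was at 0.29 and Odc at 0.32 (limma adjusted p = 0.903 for both). E-cadherin was also above 0 from Cy3 alone and in 4 fits without 1 array, at most 0.04, and Odc with offset 16, from the authors' processed values of 16 arrays, with the replicate or slide block and in 7 fits without 1 array, at most 0.08. C-cadherin, beta-catenin, LOC398489, Xnot and Gsc also changed sign under at least 1 alternative or array left out, and none of these gave a call. Xbra was at −0.70 (SE 0.26, limma adjusted p = 0.949), Xom at −0.54 (SE 0.17, limma adjusted p = 0.681), Xnot at −0.22 and Xlim1 at −0.21. Mix.1 was at −0.67 (SE 0.25, limma adjusted p = 0.948) and mix.2-A at −0.47. Gsc was well above background on 3 of 15 arrays, which does not allow a statement on its change.

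Of the 83 called probes, 63 (75.9%) had the larger effect in caps, with a median size of 1.03 in caps and 0.75 in whole embryos. No probe passed the test of the tissue difference by limma (0 called, 144 unadjusted). With the arrays split otherwise by tissue, 100 of 100 splits gave as many calls, and for the stage difference also 100 of 100. A count of 0 is reached by every split, so this decides nothing about chance, and it does not bear on the 63 of 83. Tissue and scan day cannot be told apart in these arrays. Cy3 signals were also lower in whole embryos, where the normexp offset can shrink ratios more, and its part in the larger effects in caps was not tested. Leaving out control whole embryos at stage 9 replicate 2 gave 9 and 10 calls.

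A first hypothesis was that PVD2 caps lag behind control caps in development. Across probes, which are not independent replicates, the PVD2 effect in caps would then run against the change from stage 9 to stage 10 in control whole embryos, with r below −0.3. The correlation was −0.102, and between single slides it ran from −0.169 to 0.0402 (SD 0.107). It was −0.275 without control whole embryos at stage 10 replicate 1, 0.0854 without replicate 2 of that group, and −0.522 with median centring. The value lies outside the range set for a delay, but that range is reached with median centring, so a delay of the PVD2 caps is neither shown nor excluded.

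A second hypothesis was that the conserved targets respond in the same direction to POUV depletion in Xenopus and to Oct4 loss in mouse ESCs. Of the 24 genes with a value in Table S2, 15 had the same direction (exact binomial test, two-sided, p = 0.307), and with median centring 17 (exact binomial test, p = 0.0639). Among these, 15 were lower in both, 7 were lower in PVD2 and higher after Oct4 loss, 2 were the reverse and 0 were higher in both (Fisher's exact test, two-sided, p = 1). Because 22 of the 24 were lower in PVD2, the tally can hardly tell a shared direction from none.

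The last hypothesis was that the smaller effects here than in Table S2 come from the normexp offset, which shrinks the ratios of dim probes. The effects of Table S2 matched those from the authors' processed values of 16 arrays (r = 0.999 across probes). Among Table S2 probes well above background on all arrays, the median ratio of the effect here to that from these processed values was 0.894, among those so on some arrays 0.292, and among the 39 on fewer than 2 arrays 0.0402. The pattern goes with such a shrinkage, but it was looked for after the values had been seen and on probes selected for a large effect in the processed values, so it does not decide the matter.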
